# Global Profiling of Genes Expressed in the Silk Glands of Philippine-Reared Mulberry Silkworms *(Bombyx mori)*

**DOI:** 10.3390/insects13080669

**Published:** 2022-07-24

**Authors:** Pauline Nicole O. de la Peña, Adria Gabrielle D. Lao, Ma. Anita M. Bautista

**Keywords:** silkworm, *Bombyx mori*, RNA-seq, silk gland, transcriptome analysis

## Abstract

**Simple Summary:**

The sericulture industry in the Philippines remains to be enhanced through efforts to improve local strains of the silkworm *Bombyx mori,* such as selective hybridization. Genetic trait markers could help improve breeding; however, there is a scarcity of genetic data on local strains. This study aims to bridge this gap by analyzing the gene expression profiles of Philippine-reared silkworm strains through next-generation sequencing. Transcriptome assemblies were generated, and gene expressions were compared between silkworm strains reared in different temperatures, revealing genes that may be important for development in a tropical environment. This study is the first to provide transcriptome datasets for the Philippine-reared *B. mori* strains, which may serve as a resource for improving local strains and increasing silk production.

**Abstract:**

RNA sequencing was used to assemble transcriptome data for Philippine-reared silkworm and compare gene expression profiles of strains reared in high- and low-temperature environments. RNA was isolated from the silk glands of fifth instar larvae and mRNA-enriched libraries were sequenced using Illumina NextSeq 500. Transcriptome reads were assembled using reference-based and de novo assemblers, and assemblies were evaluated using different metrics for transcriptome quality, including the read mapping rate, E90N50, RSEM-eval, and the presence of single-copy orthologs. All transcriptome assemblies were able to reconstruct >40,000 transcripts. Differential expression analysis found 476 differentially expressed genes (DEGs; 222 upregulated, 254 downregulated) in strains reared in different temperatures. Among the top DEGs were myrosinase, heat shock proteins, serine protease inhibitors, dehydrogenases, and regulators of the juvenile hormone. Validation of some of the top DEGs using qPCR supported the findings of the in silico analysis. GO term enrichment analysis reveals an overrepresentation of GO terms related to nucleotide metabolism and biosynthesis, lipid and carbohydrate metabolic processes, regulation of transcription, nucleotide binding, protein binding, metal binding, catalytic activity, oxidoreductase activity, and hydrolase activity. The data provided here will serve as a resource for improving local strains and increasing silk production of Philippine-reared *B. mori* strains.

## 1. Introduction

The mulberry silkworm *Bombyx mori* is an economically important insect for the commercial production of silk, which is highly valued for its texture and luster, and for being one of the strongest natural fibers [1]. Silk has many uses such as in garments, upholstery, parachute linings, insulation, and as suturing material in surgeries. It is also considered a promising biomaterial in tissue engineering due to its mechanical strength and biocompatibility [2].

Since sericulture was introduced to the Philippines in the 1970s, local silkworm stocks have originated from Chinese, Japanese, and European strains [3]. Previous studies determined that temperate strains produce finer and stronger silk fibers, while tropical strains are more robust and disease-resistant but produce coarser and weaker silk fibers [4]. There have been efforts to breed hybrids that are acclimatized to the Philippine climate with desired phenotypic traits such as a high hatch rate, cocoon yield, cocoon weight, and silk filament quality [5,6,7]. Local silk production, however, has been reported to continue lagging behind demand, with 10 metric tons of demand annually and only 1 metric ton of raw silk production [8]. Low production has been attributed to the quality of local silkworm strains and poor rearing management [9]. The low silk yield may be improved by understanding how it is produced. The molecular mechanisms behind the different silk yields in silkworm strains, for example, need to be investigated as they are not yet well-understood [10,11]. Knowledge to be generated from molecular studies may therefore help in breeding local silkworm strains with a capacity to produce high silk yield. Markers associated with high silk yield and other economically important traits may also be developed for marker-assisted selection and breeding. Thus, this endeavor would need genetic resources, which can be sourced from genome and transcriptome sequences of foreign strains of *B. mori* in public databases such as the Silkworm Genomic Database (SilkDB) [12], KAIKObase [13], SilkTransDB (transcriptome) [14], SilkSatDb (microsatellites) [15], and BmTEdb (transposable elements) [16].

While there are already several genomic resources for the silkworm, transcriptome analysis can be used to gain insight into the functional elements of the genome and its biological pathways. One such technique is RNA sequencing (RNA-seq), which utilizes next-generation sequencing to provide high-throughput and high-resolution data to analyze expressed genes in a cost-efficient manner. RNA-seq can be used to identify novel transcripts, splice variants, and single nucleotide polymorphisms [17]. It also allows quantification over a dynamic range since it detects both highly and lowly expressed genes, making it ideal for gene expression analysis [18]. Recently, RNA-seq has been used by Zhang et al. to reveal gene expression changes in silkworms exposed to hydrogen sulfide [19]. Yokoi et al. also used RNA-seq to generate reference transcriptome data for major tissues of the silkworm p50T strain [20]. However, available transcriptome resources currently lack representative sequences from Philippine-reared *B. mori* strains; hence, the need to generate such resources is deemed important.

This study aimed to generate transcriptome resources for Philippine-reared mulberry silkworms, which can be utilized in future studies for its potential industrial valorization and to address the issue of low silk yield in the Philippines. This investigation focused on genes found in the silk glands of different strains of Philippine-reared silkworm.

## 2. Materials and Methods

### 2.1. Insect and Tissue Collection

Silkworms reared at the Philippine Textile Research Institute Technology Center in Misamis Oriental (PTRI-TCMO, Villanueva, Misamis Oriental) and the Technology Center of the Department of Science and Technology Cordillera Administrative Region (DOST-CAR, Benguet) were collected in 2018. The ambient temperature in TCMO and CAR at the time of collection was 31.7 °C and 23.9 °C, respectively. For each site, priority strains (MO204, LAT51, ITA) and a poorly performing strain (DMMMSU119) were used as representative strains. The strains were classified by the rearing facilities as either priority strains or poorly performing strains based on their rearing performance (hatching ratio, larval mortality, and pupation ratio). Economic characteristics such as silk yield and quality were not considered in the classification of priority strains. Three individuals per strain were used as bioreplicates. Silkworms were collected on the 3rd day of the 5th instar larval stage and were characterized morphologically. Larvae were preserved by flash-freezing in liquid nitrogen and stored at −80 °C until ready for dissection. Larvae were dissected in a petri dish on ice to collect whole silk glands. Silk glands were chopped using sterile surgical blades and homogenized mechanically using a mortar and pestle.

### 2.2. RNA Extraction and Sequencing

Total RNA was extracted from 100 µg of the tissue with the TRIzol reagent (Invitrogen, Life Technologies, Carlsbad, CA, USA). Total RNA was treated with TURBO DNAse (Ambion, Life Technologies, Carlsbad, CA, USA) and purified with the RNA Clean and Concentrator kit (Zymo Research, Irvine, CA, USA). The quality of RNA extracts was visually estimated by running them in 1% agarose gel at 90 V for 40 min. RNA purity was estimated by measuring the 260/280 and 260/230 absorbance ratios in a NanoDrop 2000/2000c Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE, USA), and RNA was quantified by fluorometry using a Qubit RNA BR Assay kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. Finally, extracts were analyzed in the Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA, USA) to evaluate the RNA Integrity Number (RIN). Samples with RIN ≥ 6 were used for library preparation and sequencing.

The RNA samples were diluted and used as input (0.1–4 µg) for mRNA-enrichment library preparation using the TruSeq Stranded RNA Library Prep Kit (Illumina, San Diego, CA, USA). Twelve libraries were prepared (4 strains × 3 bioreplicates) with fragment sizes ranging 131–279 bp. Libraries were denatured, diluted to 1.8 pM, and combined with a spike-in of 1.0% PhiX sequencing control. The libraries were sequenced in the Philippine Genome Center using a NextSeq 500 (Illumina, San Diego, CA, USA) platform and a NextSeq v2 high output kit (Illumina, San Diego, CA, USA) with 300 cycles (2 × 150 paired-end sequencing).

### 2.3. Preprocessing, Alignment, and Transcriptome Assembly

Illumina bcl2fastq (v. 2.2.0) was used to convert sequencing base call files to FASTQ format. FastQC was used to evaluate reads and visualize read quality. Raw reads were processed using Trimmomatic (0.39) and fastp (0.20.0) to trim adapter sequences and filter low-quality reads. 

The splice-aware aligner STAR (2.7.0f) was used to align reads to the *B. mori* reference genome from NCBI (RefSeq GCF_000151625.1). The BAM file was processed with RNA-SeQC (1.1.9) to evaluate RNA-Seq data bias based on the total read count, coverage, and expression correlation (RPKM-based estimation of expression levels). Another aligner, HISAT (2.1.0), was used for alignment in preparation for generating the StringTie assembly. HISAT alignment files were used for transcriptome assembly evaluation and expression quantification.

Reference-based assembly was performed using Cufflinks (2.2.1) and StringTie (1.3.6). In addition to reference-based assembly, de novo assembly was also performed using Trinity (2.8.6). The percentage of aligned reads was determined using Bowtie. Contig statistics (number of transcripts, N50, mean, and median contig length) were generated using Trinitystats.pl. Assemblies were evaluated using DETONATE (1.11) to estimate their RSEM-EVAL scores. The completeness of the assemblies was evaluated using BUSCO (v. 3.0.2).

### 2.4. Expression Quantification and Differential Expression Analysis

FeatureCounts (1.4.6-p5) was used for gene-level quantification and DESeq2 (1.30.1) was used for gene-level differential expression analysis. Differentially expressed genes (DEGs) were filtered based on the false discovery rate (FDR)/adjusted *p*-value < 0.1 and |log_2_ fold change| > 1. Figures to visualize DEGs were generated from the plotMA function of DESeq2 and R packages EnhancedVolcano (1.8.0) and pheatmap (1.0.12). 

The annotation of DEGs was performed against the NCBI nr protein database with an e-value cut-off of 1 × 10^−5^. GO terms were mapped to DEGs by matching the protein IDs to the GO annotations in the newest release of the *B. mori* genome annotations from KAIKObase 4.1.0 (https://kaikobase.dna.affrc.go.jp/KAIKObase_download.html (accessed on 4 April 2021). The R package goseq (1.42.0) was used to determine GO term enrichment among DEGs. Significantly enriched GO terms were summarized and visualized using REVIGO (http://revigo.irb.hr/ (accessed on 8 April 2021).

### 2.5. Quantitative Real-Time PCR (qPCR)

Quantitative real-time PCR assays were carried out using the Bio-Rad CFX96™ Touch system (Bio-Rad Laboratories, Inc., Hercules, CA, USA). Each 10-μL reaction contained 5 μL of 2X iTaq Universal SYBR Green Supermix (Bio-Rad Laboratories, Inc., Hercules, CA, USA), 5 pmol each of forward and reverse primers, and 25 ng of cDNA, following a thermal profile comprising initial denaturation at 95 °C for 5 min, 40 cycles of denaturation at 95 °C for 10 s, annealing and extension at 60 °C for 30 s, and a melt curve assay from 95 °C to 65 °C in 0.5 °C stepwise increments. Primers for select genes differentially expressed between CAR and TCMO were designed using Primer-BLAST and are shown in Table 1. 

Total RNA was extracted from silkworms reared at the PTRI-TCMO and PTRI-CAR, followed by TURBO DNase treatment as previously described. RNA from two individual silkworms from each location was pooled and used to generate cDNA using the ProtoScript II First Strand cDNA Synthesis Kit (New England Biolabs, Ipswich, MA, USA) according to the manufacturer’s recommendations. The cDNA was quantified by fluorometry using the Qubit ssDNA Assay kit (Thermo Fisher Scientific). Serial dilutions (10×) of pooled cDNA samples were prepared to generate a standard curve for each primer set used for the qPCR assays, starting at 100 ng of cDNA. The standard curves were used in conjunction with cycle threshold values to calculate starting quantities of the transcripts, and the expression levels and fold changes of each gene were normalized to *B. mori* ribosomal protein 49 [20]. All reactions were performed in triplicate. Calculations were performed using the Bio-Rad CFX Manager (v. 3.1). Statistical significance was determined using Student’s t-test with GraphPad Prism 6.

## 3. Results

### 3.1. Selection of Representative Silkworm Strains

Representative strains from the two collection sites were selected based on their phenotypic and economic characteristics (Table 2). Each strain can be differentiated by its larval markings. MO204 and DMMMSU119 are milky white, while LAT51 and ITA are beige.

The rearing sites had different conditions, particularly temperature and relative humidity (RH), the most important environmental factors in silkworm rearing. During sample collection, the temperature in TCMO was higher by 7.8 ± 0.1 °C and RH was also higher by 12%. 

### 3.2. RNA Sequencing and Quality Control

High-quality RNA was extracted (RIN ≥ 6), and the sequencing libraries had fragment sizes ranging from 131 to 279 bp, as determined by the Agilent TapeStation. Sequencing yielded 50.1 Gb of 169.2 M reads passing filter, with 96.1% of reads having >Q30.

The number of raw reads from RNA sequencing is shown in Table 3. All ITA bioreplicates yielded lower than the expected number of reads. Because the number of reads was deemed insufficient, ITA was no longer included in downstream analyses.

Trimmomatic was used for trimming Illumina adapters that were ligated to tag each sample during sequencing, and for quality trimming on leading and trailing sequences. Sequences that were under 36 bp were also dropped. A sliding window of 4:20 was used, where the sequences will be trimmed if the quality drops below Q20 in a 4-base window. After processing with Trimmomatic, most sequences were still retained, indicating that only a small number of sequences were dropped due to having low-quality bases (Figure 1). After Trimmomatic processing, poly G sequences still appeared in overrepresented sequences in FastQC, particularly in forward reads. Poly G sequences are artifacts in NextSeq sequencing due to its two-color filter that calls for G bases when there is no emission detected. Poly G sequences were filtered out using fastp, after which 77.9–83.1% of the raw reads were retained.

### 3.3. RNA-seq Read Alignment to the Reference Genome

Two samples per strain with the most read counts were aligned to the *B. mori* reference genome RefSeq GCF_000151625.1 [21] using the splice-aware aligner STAR. Most single and paired reads were uniquely mapped to the reference with only a small percentage (0.11–0.53%) of unmapped reads (Figure 2). The DMMMSU replicates had a higher percentage of reads that were mapped to multiple loci (22.73% and 14.70% for DMMMSU-2 and DMMMSU-4, respectively), while for LAT51 and MO204 replicates, more than 90% of reads were uniquely mapped.

Moreover, most of the splice sites detected by STAR were in the GTF annotation of the reference genome. It has been reported that STAR generates a large number of putative novel splice sites [22], but in this case, the splice sites were validated by the reference genome annotation.

Samtools flagstat was also run to analyze data from the FLAG field of the generated BAM files. According to flagstat, most of the mapped reads were properly paired and mapped with their mate. No duplicates were detected, but secondary alignments were produced (ranging from 9.6 to 31%). This coincides with the STAR statistics indicating that there were several reads mapped to multiple loci (ranging from 7.43 to 22.73%). In the BAM files of the paired-end reads, less than 1% were singletons, and 0 reads had mates mapped to a different chromosome.

### 3.4. Transcriptome Assembly and Evaluation Metrics

After assembling the reads using different assemblers, the assemblies were mapped back to the input reads to evaluate their read support. Figure 3 shows that the reads had the highest alignment rates with the Trinity assembly, while the Cufflinks and StringTie assemblies had comparable alignment rates. Since the reads from the DMMMSU samples had a lower percentage of uniquely mapped reads, it could be expected that the reference-based assemblies would have less support from these samples.

Transcriptome assemblies are also evaluated based on the number and length of unigenes (unique sequences reconstructed in the assembly; includes not only genes but all assembled contigs). According to the contig statistics in Table 4, the Trinity assembly had the lowest N50 (1313) and lowest median contig length (468). Cufflinks had the highest contiguity with the highest N50 (3414), highest median contig length (1738), and average contig length (2305.35). However, in a transcriptome assembly, long contig lengths and high N50 are not as important as in genome assemblies. The most highly expressed transcripts are not necessarily the longest ones, and the majority of transcripts are expected to have low expression levels. Transcript lengths are also not indicative of a good transcriptome assembly since transcripts may be present in a wide range of sizes.

Trinity assemblies had the highest overall alignment rates (96.60–98.00%), while the alignment rate for the Cufflinks and StringTie assemblies were comparable (60.5–91.10% and 58.80–90.2%, respectively).

A metric more appropriate for transcriptome assemblies is the ExN50 statistic, which represents N50 based on the most highly expressed transcripts that represent x% of the normalized expression data (e.g., E90N50 is the N50 value for 90% of the normalized expressed transcripts, excluding the lowly expressed transcripts) [24]. To obtain the ExN50 scores, the expression data were first normalized using kallisto, then count matrices were generated. Finally, the Trinity scripts contig_ExN50_statistic.pl and plot_ExN50_statistic.Rscript were run to compute and visualize ExN50 contig statistics.

Comparing the N50 of the assemblies with their E90N50, a reversal is observed. When all contigs were considered (E100), Cufflinks and StringTie had a higher N50 than Trinity, indicating longer contig lengths. However, when N50 is confined to 90% of expression data, the Trinity assembly resulted in a higher value for E90N50. This suggests that lowly expressed genes make up longer contigs in reference-based assemblers but not in the de novo assembler. The ExN50 profiles in Figure 4 show that the peak N50 occurs at higher Ex values, indicating that the sequencing depth was enough to assemble the lowly expressed transcripts.

A reference-free evaluation metric for transcriptome assemblies was developed by Li et al. [25] in the package DETONATE (De novo Transcriptome RNA-seq Assembly with or without the Truth Evaluation). DETONATE has two component packages, RSEM-EVAL and REF-EVAL. RSEM-EVAL is based on the RSEM (RNA-Seq by Expectation Maximization) algorithm. RSEM-EVAL is based on a probabilistic model that combines different factors including the compactness of the assembly and read support [25]. The RSEM-EVAL score is a log joint probability based on three components: Likelihood of the assembly, assembly prior, and a Bayesian information criterion penalty. Penalties are imposed when assemblies have too many bases or contigs or have an unusual distribution of contig lengths relative to the expected read coverage. RSEM-EVAL scores are always reported to be negative, but higher scores are indicative of better assemblies. Out of the three transcriptome assemblies, Trinity obtained the highest RSEM-EVAL score (Table 5). Aside from the RSEM-EVAL scores, REF-EVAL scores are also reported in Table 5. REF-EVAL reports the recall and precision of the assemblies at the contig and nucleotide levels. The recall is the fraction of reference elements (contigs, scaffolds, nucleotides) that are recovered in the assembly, while precision is the fraction of assembly elements that recover a reference element. The F_1_ score represents the harmonic mean of the recall and precision scores:

(1) $$F_{1}=\frac{2\times recall\times precision}{recall+precision}.$$

The k-mer compression (*KC*) score is computed by the formula:

(2) KC=WKR (weighted kmer recall)−ICR (inverse compression rate),

where *WKR* measures an assembly’s recall of the k-mer content in the reference, with each k-mer weighted by relative frequency, and *ICR* measures the compression of the RNA-seq data.

To evaluate the completeness of assemblies, Benchmarking Universal Single-Copy Orthologs (BUSCO) was employed using the dataset insecta_odb9 (2016). BUSCOs are core genes from OrthoDB that are expected to be present as single copies in orthologous groups. Recovered genes are classified as ‘complete’ when their lengths are within two standard deviations of the group mean length; ‘fragmented’ when they are only partially recovered; and ‘missing’ if they are unrecovered [26]. Both reference-guided assemblies had a high percentage (>95%) of completely recovered BUSCOs, while the Trinity assembly had the lowest number of BUSCOs at 80.10% (Figure 5). The StringTie assembly had more single-copy and fewer duplicate orthologs. Duplicated BUSCOs should be rare and could indicate erroneous assembly of haplotypes [26]. Running BUSCO for unmerged transcriptome assemblies (per sample) resulted in a small percentage of duplicated BUSCOs, so the duplication may be due to heterozygous alleles that were not collapsed when the assemblies were merged.

To summarize the results of the different transcriptome assembly evaluation metrics, the Trinity de novo assembly performed best in terms of alignment rate, assembled the greatest number of transcripts with high contig length represented by E90N50, and had the best RSEM-eval score. However, when it comes to the completeness of assembly based on BUSCO, Cufflinks outperformed the other assemblers.

### 3.5. Expression Quantification, Normalization, and Differential Expression Analysis

The reads were counted according to gene-level features using FeatureCounts (1.4.6-p5), which is part of the R Subread package [27]. 

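The counts come from 9 silk gland libraries, each from 1 larva on day 3 of the fifth instar. The 3 LAT51 libraries (replicates 1, 2 and 4) came from CAR, where the ambient temperature was 23.9 °C. The 3 MO204 libraries (replicates 1, 3 and 4) and the 3 DMMMSU119 libraries (DMMMSU-0, DMMMSU-2 and DMMMSU-4) came from TCMO, at 31.7 °C. LAT51 was the only strain counted from CAR, so the effect of the site cannot be told apart from that of the strain in CAR vs. TCMO. The authors deposited the number of reads counted on each of 16674 genes, without normalization. Between 4527847 and 11641130 reads per library were counted on genes, with a median of 6550057 in LAT51, 6942488 in MO204 and 9473236 in DMMMSU119. These totals were 44.3% to 61.3% of the raw reads in Table 3. For the tests, library sizes were adjusted with edgeR's TMM factors, which lay between 0.42 and 0.59 in DMMMSU119 and between 1.26 and 1.53 in the other strains. Genes with low counts were removed with edgeR's filterByExpr function, which left 7610 genes. Expression is given as TMM-normalized CPM, with SD over the libraries of a group, and log_2_FC values with their standard error (SE). A fold change against a group in which no library had more than 3 counts is given as a lower bound.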

Quantification was run at the meta-feature level (gene level), where reads that overlap multiple exons of the same gene are counted exactly once, provided there is no overlap with another gene (i.e., exon spanning reads will be counted once). Read count normalization was performed with DE analysis using DESeq2’s size factor normalization. 

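With location as the only factor and TCMO as the reference, edgeR's quasi-likelihood test gave 1853 genes with an unadjusted p-value under 0.1 in CAR vs. TCMO. After Benjamini–Hochberg adjustment, 113 genes had *p*_adj_ under 0.1 and were counted as DEGs. This model takes the 6 TCMO libraries as 1 group. With a separate mean for each strain, and LAT51 compared with the average of MO204 and DMMMSU119, the number rose to 1205 DEGs, which included all 113. DESeq2's Wald test on location gave 918 DEGs (194 upregulated, 724 downregulated), among them the same 113, with a median log_2_FC of all genes of -0.393.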

After running DESeq2, 1647 DEGs were identified within the threshold *p* < 0.1, but after FDR correction, only 476 DEGs were within the adjusted threshold *p_adj_* < 0.1. Factor levels were set by location, where TCMO is the reference condition and CAR is set as the contrast condition. Among the 476 DEGs, there were 222 upregulated genes and 254 downregulated genes in CAR strains.

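Of the DEGs found with edgeR in CAR vs. TCMO, 54 were upregulated and 59 were downregulated in LAT51. The strain pairs were then compared in a model with 1 mean per strain. LAT51 vs. MO204 had 234 DEGs (115 of them upregulated), and LAT51 vs. DMMMSU119 had 2891 (1383 upregulated, 1508 downregulated). The number for MO204 vs. DMMMSU119, both reared at TCMO, was 2513 (1240 higher and 1273 lower in MO204). Every CAR vs. TCMO DEG was also a DEG against DMMMSU119, and 97 of them were DEGs against MO204. Both LAT51 contrasts shared 148 DEGs, of which 143 changed in the same direction (57 up, 86 down) and 5 in opposite directions. With DESeq2's Wald test in the 3-strain model, LAT51 vs. MO204 gave 476 DEGs at *p*_adj_ under 0.1, with 222 upregulated and 254 downregulated, from 1647 genes with an unadjusted p-value under 0.1. These equal the numbers that the paper gives for CAR vs. TCMO. Of these 476 genes, 270 were also DESeq2 DEGs in the same direction in LAT51 vs. DMMMSU119, 12 were DEGs in the opposite direction and 194 were not DEGs. The log_2_FC against DMMMSU119 had the opposite sign for 69 of them. The same 3 LAT51 libraries enter both contrasts, here and for the 148 shared DEGs. Agreement in direction can arise from these libraries alone and was not tested.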

A heat map of the 476 DEGs that passed the significance threshold is shown in Figure 6. 

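The libraries were compared over all tested genes with log_2_ CPM values. The mean Pearson correlation across genes was 0.881 between LAT51 and MO204 libraries, 0.773 between MO204 and DMMMSU119 libraries, and 0.733 between LAT51 and DMMMSU119 libraries, with 9 pairs each. Within a strain, the mean was 0.936 for LAT51, 0.921 for MO204 and 0.878 for DMMMSU119, with 3 pairs each. Genes are not independent replicates, so these correlations describe the libraries and were not tested. Over the 500 genes with the largest variance, the means were 0.387 for LAT51 with MO204 and 0.372 for MO204 with DMMMSU119, a difference smaller than the spread between pairs. When hierarchical clustering was reduced to 2 clusters, all tested genes placed the 3 DMMMSU119 libraries in one cluster and the 6 LAT51 and MO204 libraries in the other. The same procedure on the CAR vs. TCMO DEGs, which were selected for their difference between locations, separated the 3 LAT51 libraries from the 6 TCMO libraries. So did the 451 tested genes among the DESeq2 DEGs of LAT51 vs. MO204.

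**Figure D1:**
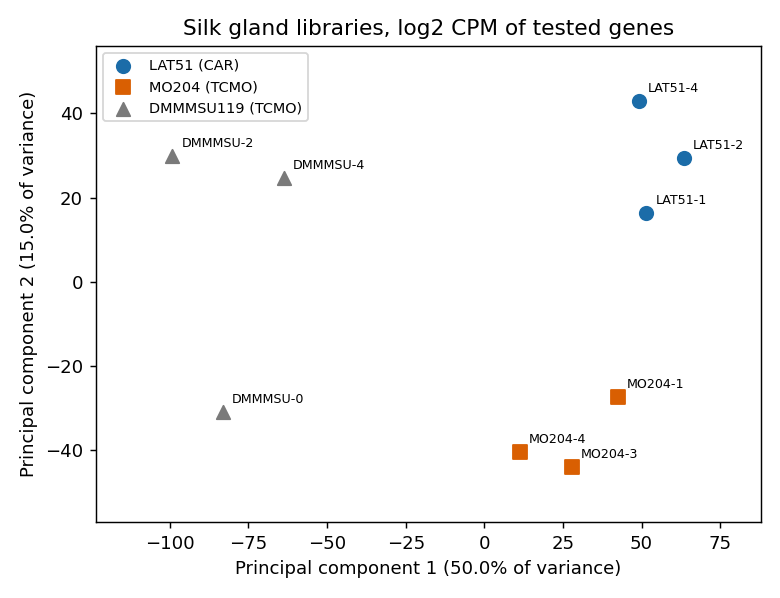
Principal component analysis of log_2_ CPM values of the tested genes. The horizontal axis (component 1) and the vertical axis (component 2, 15.0% of the variance) are in units of the component scores, and each point is 1 library. The DMMMSU119 libraries lie between -99.1 and -63.7 on component 1, and the LAT51 and MO204 libraries between 11.4 and 63.4.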

Clustering of the DEGs by location is apparent in the heat map. The replicates for each strain show similar DEGs, except for a cluster of DEGs that are upregulated in bioreplicate MO204-4 but not in other MO204 replicates. This DEG cluster is composed of loci with uncharacterized proteins (LOC101741578, LOC101739373, LOC101736556, LOC101741319, LOC101738771, LOC101740400, LOC101735788). 

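The 7 loci had between 135 (LOC101735788) and 807 (LOC101740400) counts in MO204-4, and at most 11 counts in any other library. LOC101741578 had 499 counts in MO204-4, LOC101739373 had 361, LOC101736556 had 190, LOC101741319 had 559 and LOC101738771 had 394. Since the counts come from 1 library of 9, the low-count filter removed these loci and no edgeR test was made for them. Without a filter, edgeR gave LOC101741578 a log_2_FC of -4.25 in CAR vs. TCMO with *p*_adj_ = 0.438, and the *p*_adj_ of the other loci was between 0.396 (LOC101736556) and 0.462 (LOC101740400).

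**Figure D2:**
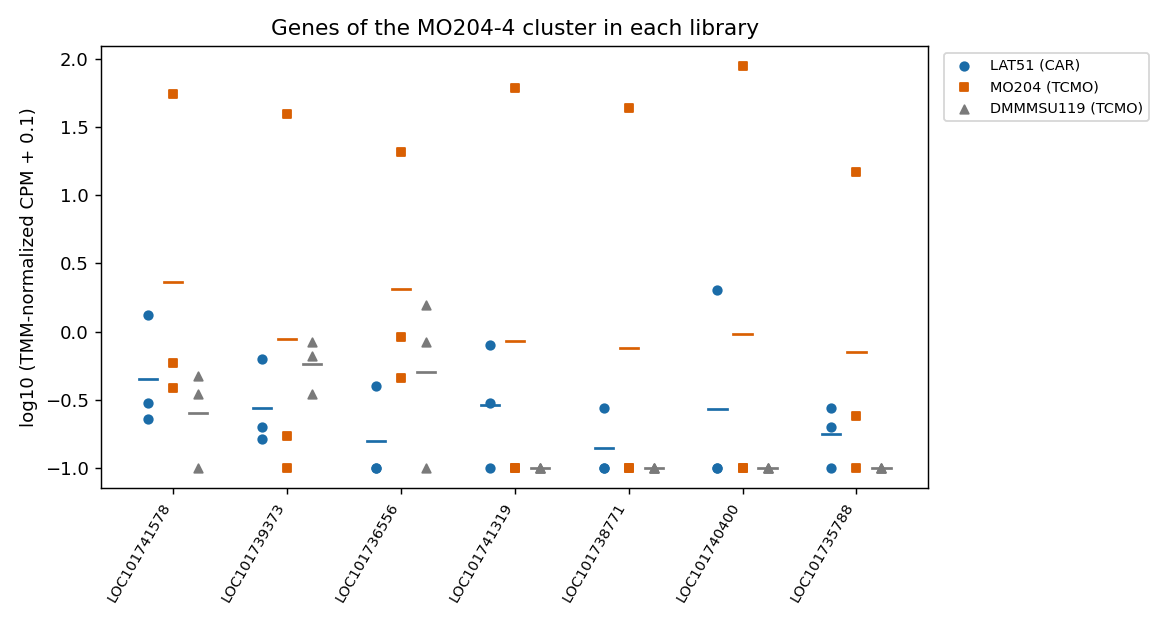
Expression of the 7 loci in each library, as log_10_ of TMM-normalized CPM plus 0.1. Points are libraries, colored by strain, and short lines are means of the log_10_ values of the 3 libraries of a strain. The highest point of each locus is MO204-4, from 14.8 CPM for LOC101735788 to 88.3 CPM for LOC101740400.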

LOC101741578 has a conserved domain (COG5240 SEC21; vesicle coat complex COPI, gamma subunit) that is found in proteins involved in intracellular traffic and secretion [12]. Since these genes are highly upregulated in MO204-4 but not in other TCMO strains, this may be due to individual differences that were not taken into account (e.g., sex differences).

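The storage protein gene Sp1 and the vitellogenin gene VG were read in each library. Sp1 had 11 counts in MO204-4, 16 in MO204-1 and 940 in MO204-3. In the DMMMSU119 libraries it had 71467, 24476 and 52 counts in DMMMSU-0, DMMMSU-2 and DMMMSU-4, and in LAT51 it had between 1 and 185. VG had 0 counts in MO204-4 and in DMMMSU-4, and between 2 and 80 counts in the other 7 libraries.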

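All CAR vs. TCMO DEGs from edgeR also had an absolute log_2_FC over 1. With DESeq2's Wald test on location, 855 genes passed both criteria, and 959 genes passed them with edgeR in the 3-strain model.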

DEGs were filtered by the criteria *p*_adj_ < 0.1 and |log_2_ FC| > 1 to select statistically and biologically significant genes; genes passing this significance threshold are represented by red points in the volcano plot shown in Figure 7. The filtered DEGs with their corresponding gene and protein IDs are listed in Table S1.

### 3.6. Functional Annotation of Select DEGs

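Of the genes in Table 6, LOC101739591 (transient receptor potential channel pyrexia) had 1.23 ± 0.759 CPM in CAR (SD, n = 3) and 17.5 ± 7.68 CPM in TCMO (SD, n = 6). Its log_2_FC was -3.90 (SE 0.568, *p*_adj_ = 0.0170 with edgeR). LOC101739033 (a zinc finger protein) rose from 0.646 ± 0.475 CPM in TCMO to 31.6 ± 9.50 CPM in CAR, a log_2_FC of 5.62 (SE 0.564, *p*_adj_ = 0.00714 with edgeR). LOC119630495 (uncharacterized) had 11.7 ± 8.42 CPM in CAR and no counts in the 6 TCMO libraries, and was at least 22.2-fold higher in CAR (*p*_adj_ = 0.0321 with edgeR). LOC101741524 (synaptic vesicle glycoprotein 2C) had a log_2_FC of 4.04 (SE 1.02) and did not pass the threshold (*p*_adj_ = 0.138 with edgeR). It passed with DESeq2's Wald test on location (*p*_adj_ = 0.0102) and in the 3-strain model (*p*_adj_ = 0.00281 with edgeR). Its expression was 37.4 ± 18.8 CPM in LAT51, 0.318 ± 0.192 CPM in MO204 and 4.70 ± 4.72 CPM in DMMMSU119, where DMMMSU-0 was far above the other TCMO libraries. LOC119629954 (zinc finger BED domain-containing protein 4-like) differed between the TCMO strains. It had 18.5 ± 14.2 CPM in LAT51, 0.102 ± 0.0886 CPM in MO204 and 58.9 ± 54.7 CPM in DMMMSU119, and its log_2_FC in CAR vs. TCMO was -0.67 (SE 1.75, *p*_adj_ = 0.867 with edgeR). In the 3-strain model, the log_2_FC of LOC119629954 was 2.80, of the opposite sign (*p*_adj_ = 0.05 with edgeR). This 2.80 is the mean of the log_2_FC against MO204 and that against DMMMSU119. Its size is not fixed, since the MO204 part is only a lower bound. LOC119629954 had at most 2 counts in each MO204 library, and in LAT51 it was at least 53.9-fold higher (*p*_adj_ = 0.0142 with edgeR). Against DMMMSU119 its log_2_FC was -1.68 (SE 0.707), with *p*_adj_ = 0.102 with edgeR and 0.0946 with DESeq2. LAT51-4, at 34.7 CPM, lay above DMMMSU-0 and DMMMSU-4, so a lower level in LAT51 than in DMMMSU119 is not established.

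**Figure D3:**
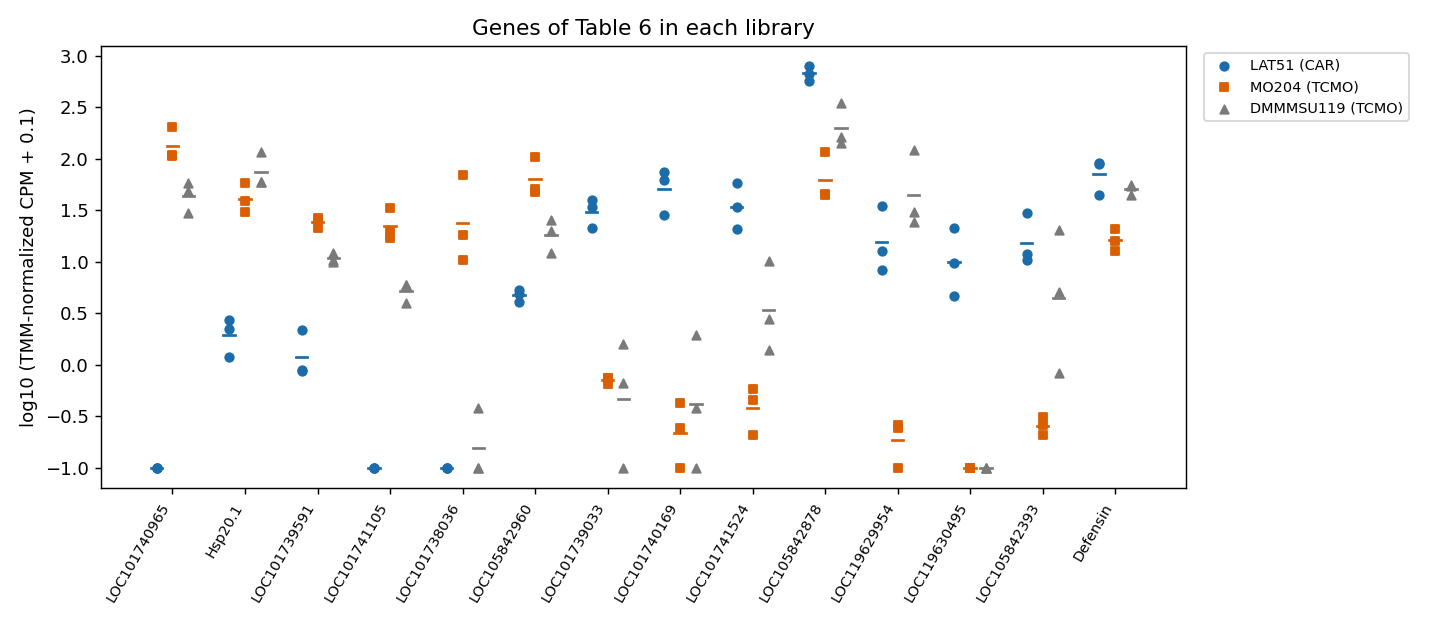
Expression of the genes of Table 6 in each library, as log_10_ of TMM-normalized CPM plus 0.1. Points are libraries, colored by strain, and short lines are means of the log_10_ values of the 3 libraries of a strain. For LOC119629954, the 3 MO204 libraries lie at or under 0.163 CPM and the DMMMSU119 libraries reach 122 CPM.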

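Outside Table 6, the genes with the smallest *p*_adj_ in CAR vs. TCMO whose 3 CAR values all lay on one side of the 6 TCMO values included 3 upregulated genes with edgeR log_2_FC values of 3.81 (6pgl, SE 0.414), 3.14 (LOC101745011, SE 0.374) and 4.01 (LOC101737305, SE 0.486). The downregulated genes were LOC101745002, with a log_2_FC of -3.50 (SE 0.400), LOC101735908, with -3.73 (SE 0.438), and LOC101746265, with -3.95 (SE 0.496). Their edgeR *p*_adj_ values were 0.00714, except for LOC101746265 at 0.00832. The paper's text does not name these genes.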

The top DEGs were selected based on statistical significance and high fold changes and are summarized in Table 6. This list includes fold changes, *p*_adj_ values, as well as the protein names (if available) and the functions derived from Pfam/InterPro annotations available in UniProt [29].

Gene Ontology (GO) terms were mapped to the gene sets by matching the protein IDs to the GO annotations in the newest release of *B. mori* genome annotations from KAIKObase (ver. 4.1.0, July 2020). Their annotation contains the newest predicted gene models, descriptions including InterPro IDs, GO terms, and best hit in the NCBI nr database. Out of 14,124 assayed genes, 11,792 were annotated with protein IDs from nr, and 3948 were annotated with GO terms.

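In the deposited count table, 14124 genes had at least 1 count in the 9 libraries, and the other genes of the table had none. The authors' log2 table holds the same 14124 genes. The number of genes with at least 1 count in a library lay between 9853 (MO204-3) and 11896 (MO204-4).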

GO term enrichment was determined using the R package goseq. Significantly overrepresented GO terms are summarized in Tables S1 and S3 for upregulated and downregulated genes, respectively. Among the upregulated genes, the biological processes that were enriched are related to nucleotide metabolism and biosynthesis, lipid and carbohydrate metabolic processes, and regulation of transcription. Among down-regulated genes, similar biological processes were found to be enriched, but the ontology for carbohydrate metabolic process stands out with a low *p*-value. For cellular components, there is no overlap of GO terms for up- and downregulated genes. For molecular functions, nucleotide, protein, and metal binding are enriched in upregulated genes, while DNA binding, ATP binding, and zinc binding are enriched in downregulated genes. Catalytic activity, oxidoreductase, and hydrolase activities are also enriched molecular functions found in both sets.

### 3.7. qPCR Validation of Select DEGs

Among the selected top DEGs in Table 6, six were selected for validation using qPCR: Heat shock protein 20 (Hsp20), oxygen-dependent choline dehydrogenase-like (odcdl), myrosinase 1 (myr), peroxidase-like (pl), uncharacterized protein (LOC105842393), and uncharacterized protein tetraspanin family (ts). The first three were observed in silico to be downregulated in CAR vs. TCMO silkworms, while the last three were calculated to be upregulated. 

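The qPCR itself is not analysed here. In the RNA-seq libraries, the tetraspanin family gene LOC101740169 had 54.8 ± 23.9 CPM in CAR (SD, n = 3) and 0.432 ± 0.705 CPM in TCMO (SD, n = 6), of which DMMMSU-4 was far above the other 5 libraries. Its log_2_FC was 7.01 (SE 0.854, *p*_adj_ = 0.00714 with edgeR). LOC105842393 had 17.2 ± 10.7 CPM in LAT51, 0.162 ± 0.0521 CPM in MO204 and 8.74 ± 10.4 CPM in DMMMSU119. DMMMSU-2, with 83 counts, was far above the other TCMO libraries. In CAR vs. TCMO the log_2_FC was 2.01 (SE 1.32, *p*_adj_ = 0.480 with edgeR). In the 3-strain model it was 3.76 (*p*_adj_ = 0.0266 with edgeR), while DESeq2 on location gave *p*_adj_ = 0.463. In MO204 no library had more than 3 counts, so the 3.76 does not fix the size, and LAT51 vs. MO204 had a log_2_FC of at least 5.64 (*p*_adj_ = 0.0274 with edgeR). Against DMMMSU119 alone the log_2_FC was 0.97 (SE 0.843, *p*_adj_ = 0.414 with edgeR).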

The results for the qPCR found Hsp20 to be significantly downregulated in CAR vs. TCMO samples (*p* < 0.0001), as were odcdl (*p* = 0.0005) and myr (*p* = 0.0008). LOC105842393 was found to be significantly upregulated in CAR vs. TCMO (*p* = 0.028), as were pl (*p* = 0.0001) and ts (*p* = 0.0093). These data support the results of in silico analysis (Figure 8). Additionally, log_2_FC values were calculated and compared with the values produced using DESeq2, as presented in Figure 8. While differences were found between the log_2_FC values between qPCR and DESeq2, these may be due to the individual gene expression differences between samples used for sequencing and samples used for qPCR. Despite these differences, the trends of downregulation or upregulation in CAR vs. TCMO samples observed during qPCR appear to support those found during in silico analysis.

## 4. Discussion

In this study, we compared gene expression in silk glands of *B. mori* strains reared in two different local facilities with different rearing temperatures. According to previous studies, the optimal temperature for silkworm growth is 20–28 °C and 23–28 °C for silk productivity [30]. The ambient temperature in the rearing sites during collection was 31.7 °C and 23.9 °C for TCMO and CAR, respectively. These data are based on bivoltine strains, although polyvoltine strains acclimatized in tropical countries are known to tolerate higher temperatures. Nevertheless, it has been shown that lower temperatures are better for silkworm productivity and larval duration [31].

Closely related to temperature is humidity, thus, an important factor to consider. It influences the withering of leaves in rearing beds, which affects larval feeding. However, there is no limiting range for humidity, and most insects can develop as long as they can control their water balance [30].

Among the downregulated genes in CAR were myrosinase, heat shock proteins, and serine protease inhibitors, which are related to defense and ensuring proper protein folding. These were downregulated in CAR strains likely because chaperone and protease inhibitors are not needed as much in lower temperatures. 

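The myrosinase gene LOC101740965 had no counts in the 3 CAR libraries and 92.3 ± 62.7 CPM in TCMO (SD, n = 6), and was at least 272-fold lower in CAR (*p*_adj_ = 0.00714 with edgeR). The other myrosinase gene, LOC101741105, also had no counts in CAR and had 14.2 ± 11.3 CPM in TCMO, at least 41.8-fold lower in CAR (*p*_adj_ = 0.0293 with edgeR). Both were higher in MO204 than in DMMMSU119. Hsp20.1 had 1.95 ± 0.780 CPM in CAR (SD, n = 3), 42.1 ± 14.1 CPM in MO204 and 78.4 ± 33.3 CPM in DMMMSU119, with DMMMSU-0 far above the other TCMO libraries. Its log_2_FC in CAR vs. TCMO was -4.95 (SE 0.572, *p*_adj_ = 0.00714 with edgeR). The serine protease inhibitor swm-1 gene LOC101738036 had no counts in CAR and 32.7 ± 32.2 CPM in MO204, with MO204-4 at 69.6 CPM, but only 1 count in the 3 DMMMSU119 libraries together. Its *p*_adj_ in CAR vs. TCMO was 0.222 with edgeR and 0.0364 with DESeq2. As a set, the 11 genes listed as heat shock proteins had a median log_2_FC of -3.43 in CAR vs. TCMO, with 8 of 11 lower in CAR (p = 0.00804, limma's camera test with an inter-gene correlation of 0.01). With the correlation estimated from the set, the camera p was 0.0988. Hsp90, HSP70 (a gene apart from Hsp70) and Hsp70-14 had positive log_2_FC values of 0.70, 0.42 and 0.53. None of them was a DEG, but every CAR library was above every TCMO library for Hsp90. Hsp21.4, counted as lower, was at -0.05, so the median does not hold for every heat shock gene. Between the strains reared at TCMO, the same set was lower in MO204 than in DMMMSU119 for 8 of 11 genes (p = 0.00591, limma's camera test with the correlation of 0.01). The paper proposes that chaperones and protease inhibitors are less needed at lower temperatures.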

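Hsp70 had at most 1 count in each CAR library and 6.04 ± 7.50 CPM in TCMO (SD, n = 6), and was at least 17.8-fold lower in CAR (*p*_adj_ = 0.185 with edgeR). LOC733093, which carries Hsp70 as a synonym, had at most 2 counts in each CAR library and 35.1 ± 48.2 CPM in TCMO, and was at least 103-fold lower (*p*_adj_ = 0.178 with edgeR). For both genes DMMMSU-2 was far above the other TCMO libraries, and MO204-1 and MO204-3 had at most 4 counts. Hsp23.7 had 2.24 ± 0.483 CPM in CAR (SD, n = 3) and 24.4 ± 20.2 CPM in TCMO (SD, n = 6), a log_2_FC of -3.43 (SE 0.887, *p*_adj_ = 0.15 with edgeR). All 3 CAR libraries were below all 6 TCMO libraries for Hsp23.7. With DESeq2's Wald test, the *p*_adj_ of Hsp70, LOC733093 and Hsp23.7 was 0.00386, 3.35e-05 and 0.000951. Hsp 68 and Hsp 25.4 are not analysed here.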

Aside from Hsp20.1, other heat shock proteins that are significantly downregulated are Hsp 68, Hsp 70, Hsp 23.7 precursor, and Hsp 25.4 precursor. 

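The peroxidase-like gene LOC105842878 had 677 ± 111 CPM in CAR (SD, n = 3) and 143 ± 112 CPM in TCMO (SD, n = 6), with every CAR library above every TCMO library. Its log_2_FC was 2.25 (SE 0.596, *p*_adj_ = 0.164 with edgeR), and with DESeq2 its *p*_adj_ was 0.0132. The defensin gene (Defensin) had 74.5 ± 26.6 CPM in LAT51, 16.4 ± 3.98 CPM in MO204 and 51.6 ± 6.05 CPM in DMMMSU119. Its log_2_FC in CAR vs. TCMO was 1.14 (SE 0.508, *p*_adj_ = 0.319 with edgeR). In the 3-strain model it was 1.36 (*p*_adj_ = 0.0221 with edgeR), while DESeq2 on location gave *p*_adj_ = 0.265. Against MO204 alone the log_2_FC of Defensin was 2.18 (SE 0.339, *p*_adj_ = 0.0158 with edgeR), and against DMMMSU119 alone it was 0.53 (SE 0.325, *p*_adj_ = 0.241 with edgeR).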

On the other hand, there were upregulated genes found in CAR related to defense such as peroxidase-like protein, defensin, and other proteins related to oxidoreductase activity. Many of these protein products are yet to be characterized, but sequence motifs provide some hints about their function based on information from protein families and conserved domains.

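The oxygen-dependent choline dehydrogenase-like gene LOC105842960 had 4.64 ± 0.600 CPM in LAT51 (SD, n = 3), 67.4 ± 31.9 CPM in MO204 and 19.1 ± 6.67 CPM in DMMMSU119. In CAR vs. TCMO its log_2_FC was -3.22 (SE 0.698, *p*_adj_ = 0.0828 with edgeR). The call was lost in 4 of the 9 fits that each left out 1 library. The other dehydrogenases are not analysed here.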

There were also several dehydrogenases found among the DEGs, such as oxygen-dependent choline dehydrogenase-like protein, L-sorbose 1-dehydrogenase, glucose dehydrogenase [FAD, quinone], 15-hydroxyprostaglandin dehydrogenase, farnesol dehydrogenase, dihydropyrimidine dehydrogenase [NADP(+)], mitochondrial aldehyde dehydrogenase, and alcohol dehydrogenases. Dehydrogenases are a type of oxidoreductases that oxidize substrates by reducing an electron acceptor and are important for their role in detoxification of metabolites. Malate dehydrogenase (BmMDH1) and 6-phosphogluconate dehydrogenase (Bm6PGD) were previously found to be differentially expressed in Dazao silkworms exposed to different temperatures, which implies enhancement in energy metabolism and ATPase expression at low temperatures [32].

Another DEG of note is SOSS complex subunit B homolog (log_2_FC: −2.0042; *p*_adj_: −2.004 × 10^−13^). 

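The files do not pair the name of this protein with a gene ID. LOC101738171 was taken as its gene after the values were seen. It was the 1 DEG of DESeq2's LAT51 vs. MO204 contrast whose log_2_FC had the value printed in the paper. It had 8.39 ± 0.593 CPM in CAR (SD, n = 3) and 29.9 ± 5.85 CPM in TCMO (SD, n = 6). Its log_2_FC in CAR vs. TCMO was -1.83 (SE 0.253, *p*_adj_ = 0.0132 with edgeR). MO204 and DMMMSU119 differed by less, with a log_2_FC of 0.43 (SE 0.217, *p*_adj_ = 0.175 with edgeR).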

The SOSS complex binds to single-stranded DNA and is involved in DNA damage response, cell cycle checkpoint activation, homologous repair of double-stranded breaks, and ATM-dependent signaling pathways [33]. Downregulation of SOSS in CAR strains may indicate that there is less DNA damage response in silkworms reared in low-temperature environments.

Microvitellogenin (log_2_FC: 6.2283; *p*_adj_: 0.023) was one of the genes found upregulated in CAR strains, which encodes a low molecular weight (30 kDa) lipoprotein (30 K proteins, or 30 KPs). These lipoproteins are synthesized in the *B. mori* fat body and secreted in the hemolymph during the last instar larva stage. They are involved in several physiological processes, such as energy storage, embryonic development, and immune response [34]. 

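LOC110386138 was taken as the microvitellogenin gene in the same way as the SOSS gene. It had 21, 15 and 32 counts in LAT51-1, LAT51-2 and LAT51-4, and 1 count in the 6 TCMO libraries together, in MO204-4. Its expression of 2.89 ± 2.42 CPM in CAR (SD, n = 3) was at least 5.48-fold higher than in TCMO. The low-count filter removed it from the edgeR test. With a filter of 10 counts in total, edgeR gave it *p*_adj_ = 0.0500, without a filter 0.0525, and DESeq2 on location 0.000648.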

Upregulation of microvitellogenin may indicate higher energy storage and enhanced immunoprotection in low-temperature strains [35,36].

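The protein eyes shut gene was taken as LOC101740975, from its log_2_FC value. It had 2.14 ± 1.38 CPM in LAT51 (SD, n = 3), 0.0365 ± 0.0632 CPM in MO204 and 0.702 ± 0.612 CPM in DMMMSU119. Its counts were 37, 26 and 6 in LAT51, at most 1 in MO204 and at most 4 in DMMMSU119. It was too low for the edgeR filter. The DESeq2 log_2_FC of LOC101740975 on location was 2.66 with *p*_adj_ = 0.320.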

Another upregulated DEG was the protein eyes shut (log_2_FC: 5.7860; *p*_adj_: 0.024), also known as EGF-like protein 10, an essential protein for the formation of photoreceptor cells in *Drosophila* [33]. Most EGF-like domains are found in extracellular domains of membrane-bound proteins or secreted proteins. Aside from its EGF-like domain, *B. mori* protein eyes shut also has a laminin G domain, which is associated with different functions such as cell adhesion, signaling, migration, assembly, and differentiation [37]. 

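Jheh-lp2 had 91.8 ± 77.9 CPM in LAT51 (SD, n = 3), 22.9 ± 10.6 CPM in MO204 and 181 ± 61.8 CPM in DMMMSU119. Between CAR and TCMO the log_2_FC was -0.15 (SE 0.911, *p*_adj_ = 0.945 with edgeR), while it was 2.00 against MO204 (SE 0.595, *p*_adj_ = 0.153 with edgeR) and -0.98 against DMMMSU119 (SE 0.577, *p*_adj_ = 0.225 with edgeR). In the 3-strain model, the log_2_FC of Jheh-lp2 in CAR vs. TCMO was 0.51, of the opposite sign. Jheh2 had 13.1 ± 2.79 CPM in CAR (SD, n = 3) and 41.9 ± 23.7 CPM in TCMO (SD, n = 6), a log_2_FC of -1.68 (SE 0.464, *p*_adj_ = 0.178 with edgeR). Cjhbp had 21.1 ± 6.71 CPM in CAR and 9.61 ± 3.04 CPM in TCMO, a log_2_FC of 1.14 (SE 0.317, *p*_adj_ = 0.178 with edgeR). With DESeq2 on location, *p*_adj_ was 0.0149 for Jheh2 and 0.0341 for Cjhbp.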

Three regulators of the juvenile hormone (JH) were found among the DEGs in this analysis: Juvenile hormone epoxide hydrolase-like protein 2 (Jheh-lp2), juvenile hormone epoxide hydrolase precursor (Jheh2), and cytosolic juvenile hormone binding protein 36 kDa subunit (Cjhbp). JHEH inactivates juvenile hormones by hydrolyzing the epoxide groups in JH. Differential expression of JH regulators could explain the observed differences in larval development between CAR and TCMO strains, wherein CAR strains have a longer larval duration (23 days for TCMO, 27 days for CAR). JH has long been known to affect silk production, and the application of JH analogs has been used to prolong the 5th instar stage to increase larval weight and silk secretion [38]. More recently, the JH regulatory pathway has been demonstrated to influence Fib-H expression through the action of transcription factors *Bmdimm* and *Bmsage* [39]. Zhou et al. [40] showed that JH biosynthesis and sexual maturation are delayed in cotton ballworm (*Helicoverpa armigera*) reared at 19 °C compared to those reared in higher temperatures. Liu et al. [41] showed that JH titers in Formosan termite (*Coptotermes formonasus*) were positively correlated with temperature. In contrast, Geister et al. [42] found no correlation between temperature and JH titers in the tropical butterfly *Bicyclus anynana*.

Caytaxin was downregulated in CAR strains (log_2_FC: −2.8609; *p*_adj_: 0.032). 

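The caytaxin gene, taken as LOC101735380 from its log_2_FC value, had 0.734 ± 0.301 CPM in LAT51 (SD, n = 3), 5.24 ± 3.33 CPM in MO204 and 2.16 ± 2.03 CPM in DMMMSU119. Between CAR and TCMO its log_2_FC was -2.39 (SE 0.804, *p*_adj_ = 0.202 with edgeR), and with DESeq2 its *p*_adj_ was 0.0539. Its counts in the CAR libraries were 6 or 7, so the precision in CAR is limited by the depth.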

Caytaxin is a member of the BNIP2 (Bcl2-/adenovirus E1B nineteen kDa-interacting protein 2) protein family (pfam12496). Caytaxins interact with pro- and anti-apoptotic molecules in the cell and are involved in Rho GTPase regulation [43].

Another DEG found was dymeclin (log_2_FC: 1.7453; *p*_adj_: 0.030), which belongs to the Dymeclin (Dyggve-Melchior-Clausen syndrome protein) protein family (pfam09742) in plants and animals. 

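The dymeclin gene was taken as LOC101737886, again from its log_2_FC value. Its expression was 5.95 ± 1.89 CPM in LAT51 (SD, n = 3), 1.86 ± 1.10 CPM in MO204 and 7.48 ± 0.337 CPM in DMMMSU119. Its log_2_FC was 0.38 in CAR vs. TCMO (SE 0.644, *p*_adj_ = 0.785 with edgeR), 1.71 against MO204 (SE 0.457, *p*_adj_ = 0.113 with edgeR) and -0.33 against DMMMSU119 (SE 0.436, *p*_adj_ = 0.599 with edgeR).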

Dymeclin proteins have a length of approximately 700 residues and contain many leucine and isoleucine in their conserved domain [12]. Mutations in human dymeclin cause Dyggve–Melchior–Clausen syndrome (DMC, MIM 223800), an autosomal recessive disorder. Dymeclin is a peripheral membrane protein dynamically associated with the Golgi apparatus. In *Caenorhabditis elegans*, a member of the Dymeclin protein family is hid1 (high-temperature-induced dauer-formation protein 1)*,* which encodes a highly conserved transmembrane protein that could be involved in vesicle secretion or intercellular signaling [44].

Previous comparative studies found similar enrichment in GO terms as those in this study. In one study comparing wild and domestic silkworms, oxidoreductase activity (GO: 0016491) was the only enriched GO term in four pairwise comparisons [11]. In another study comparing Chinese silkworm strains JingSong and Lan10, which have different rates of silk production, the dominant GO term was membrane-enclosed lumen under the cellular component [10].

## 5. Conclusions

The present study provides, for the first time, valuable information on the transcriptome of *B. mori* strains found in the Philippines. The differential expression analysis performed on silk glands of *B. mori* strains grown in different sites gives us insight into the processes and functions linked to the down- and up-regulated genes. This molecular information could be used as a source of trait markers for the improvement of local silkworm strains to enhance the sericulture industry in the Philippines. For future directions, aside from protein annotations and GO terms, KEGG pathway analysis may also be performed to further elucidate the functions of DEGs in silkworms and in silk production. It is also recommended to perform further quantitative PCR assays to validate the other bioinformatically obtained DEGs, in addition to the DEGs validated here. Furthermore, this study could be extended to transcriptome analysis of other *B. mori* strains, tissues, and developmental stages.

## Figures and Tables

**Figure 1:**
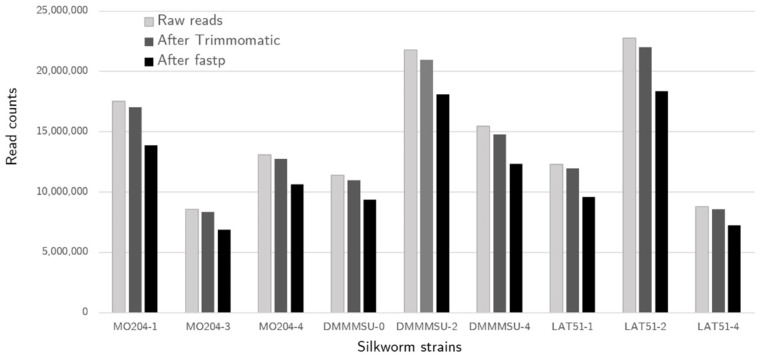
*Bombyx mori* raw read counts and proportion of reads after processing.

**Figure 2:**
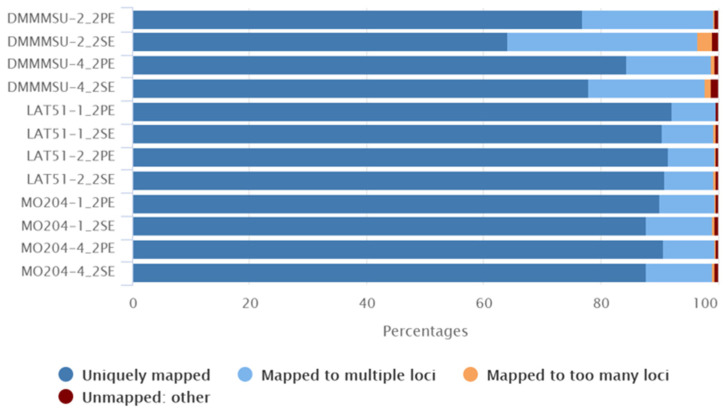
Summary of STAR alignment statistics of *Bombyx mori* RNA-seq reads to the reference genome. (PE: Paired-end reads, SE: Single-end reads). Generated using STAR.log files and MultiQC [23].

**Figure 3:**
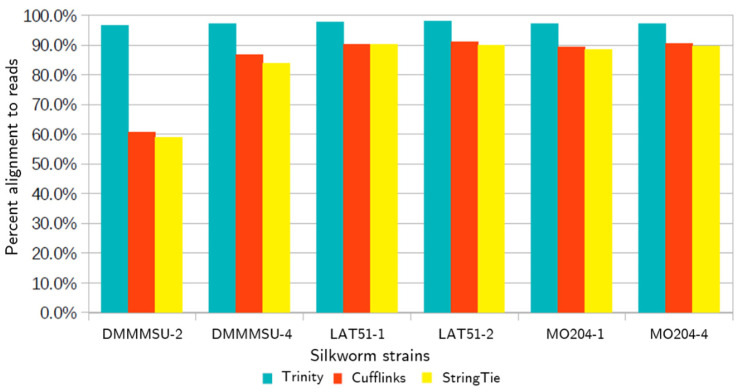
Overall alignment rate of RNA-seq reads to the transcriptome assemblies.

**Figure 4:**
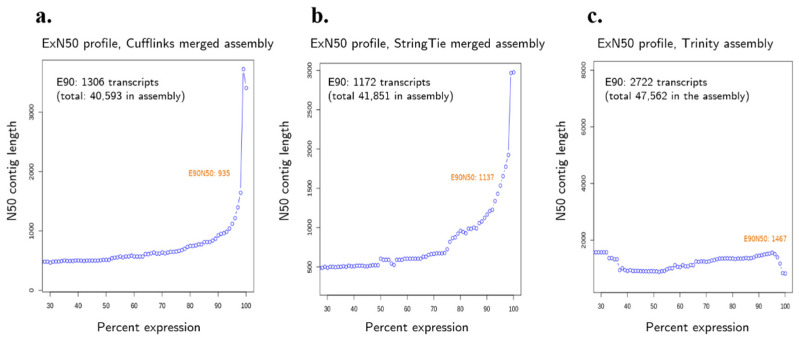
ExN50 profiles of the (**a**) Cufflinks, (**b**) StringTie, and (**c**) Trinity merged *Bombyx mori* transcriptome assemblies.

**Figure 5:**
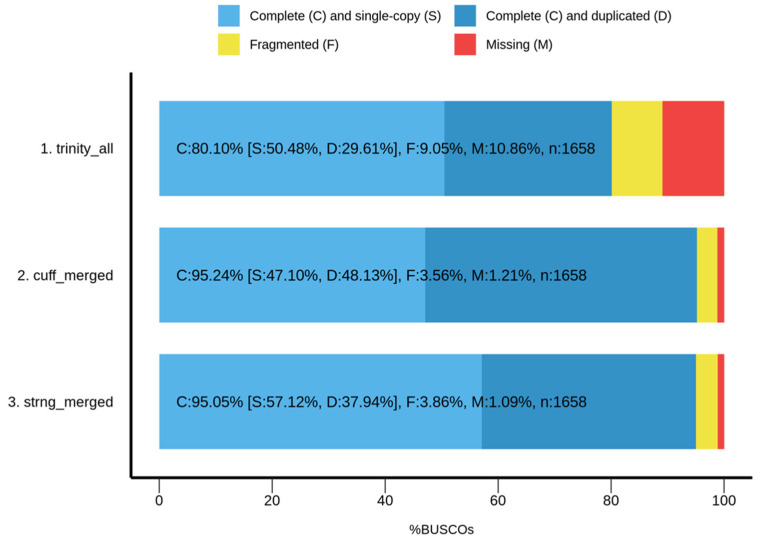
Measure of completeness of transcriptome assemblies from *Bombyx mori* strains using BUSCO (dataset: insecta_odb9).

**Figure 6:**
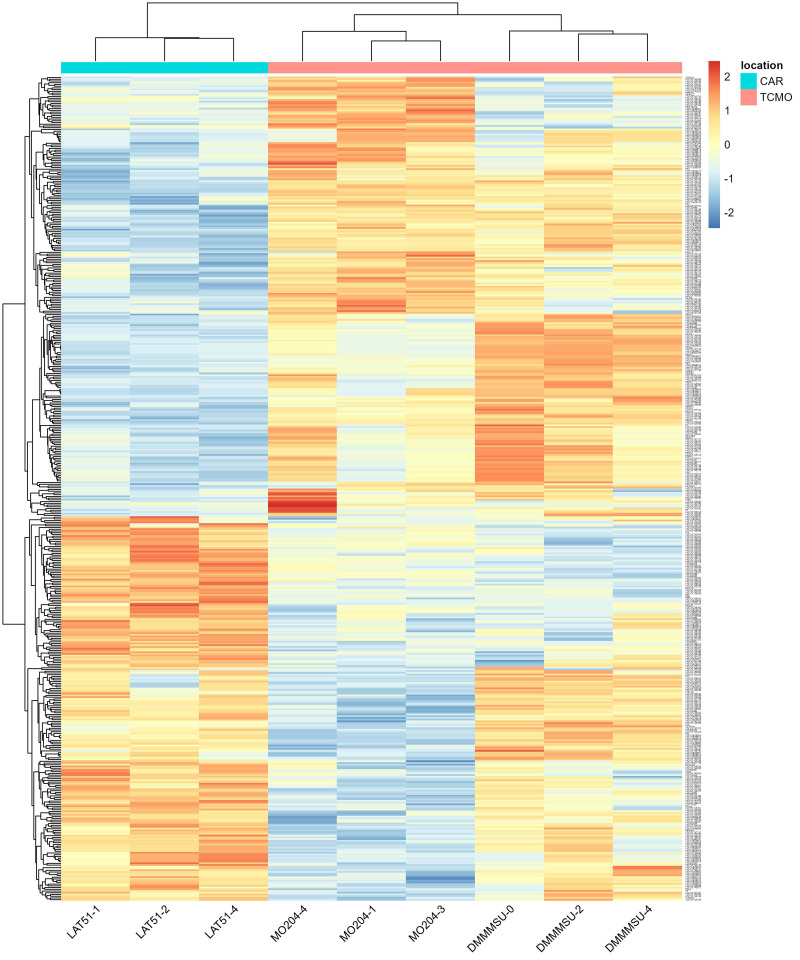
Heat map of the 112 DEGs from *Bombyx mori* with *p*_adj_ < 0.1. The values shown are scaled to the distances from the average of each row (gene).

**Figure 7:**
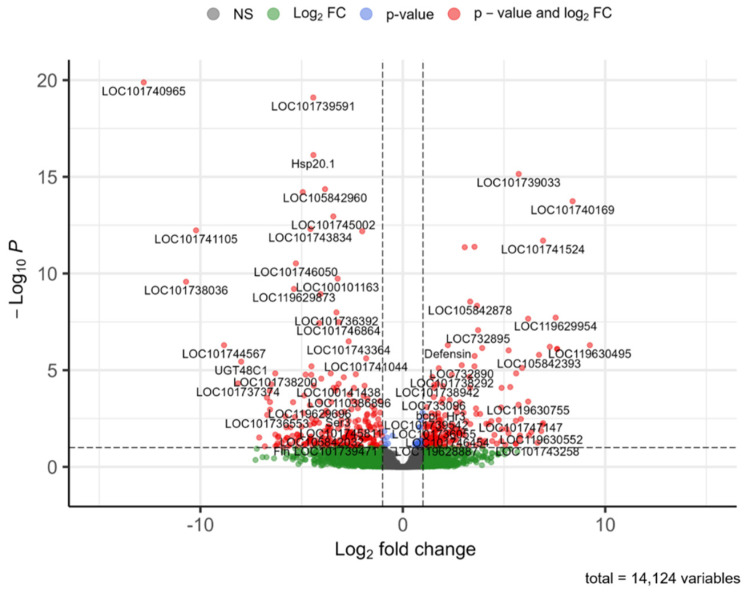
Volcano plot of DEGs from *Bombyx mori*, log fold change vs. −log *P*. Gray: Nonsignificant genes; green: Genes with significant fold changes but insignificant adjusted *p*-values; blue: Genes that passed the significance threshold according to adjusted *p*-value but did not have significant fold changes; red: Genes that have adjusted *p*-value < 0.1 and significant fold change (|log_2_ FC| > 1). Graph generated in R package EnhancedVolcano [28].

**Figure 8:**
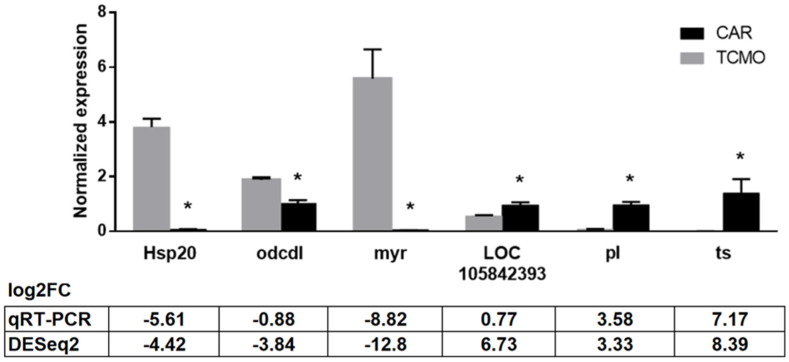
Results of qPCR validation of differentially expressed genes. Heat shock protein 20 (Hsp20), oxygen-dependent choline dehydrogenase-like (odcdl), and myrosinase 1 (myr) were downregulated in CAR vs. TCMO, while uncharacterized protein (LOC105842393), peroxidase-like (pl), and uncharacterized protein tetraspanin family (ts) were upregulated in CAR vs. TCMO. Log_2_FC values calculated from qPCR results are compared with values obtained during DESeq2 analysis. Error bars indicate standard deviation; asterisks denote significant change in CAR vs. TCMO (Student’s *t*-test), *p* < 0.05.

**Table 1:** Primers used for qPCR validation of differentially expressed genes in *Bombyx mori* strains.

Primers	Sequences (5′ to 3′) Forward Reverse	Product Length (bp)	Protein ID
Downregulated genes (CAR vs. TCMO)			
Hsp 20	GCCAACGATGTCCAGAGATT CTGCCTCTCCTCGTGCTTAC	196	heat shock protein hsp20.1
odcdl	AAATGTCTGGGTGGAAGCAG GGGTGGAATCATCAGGTTGT	235	oxygen-dependent choline dehydrogenase-like
myr	GGAGACCGAGTGAAGACCTG GCTGTGGCATGAGCTAACAA	152	myrosinase 1
Upregulated genes (CAR vs. TCMO)			
pl	TGTTGTCGCTTTTCATCTGC AGTTTTTGAGCGCCGTATTG	207	peroxidase-like
LOC105842393	AAATGGCGCACAAATAGAGG CCAAGCTCTGCGTAAGGTTC	177	uncharacterized protein
ts	AAACCGAGCGTCCACTTATG TATTGTGATGGCAGCGGTAA	186	uncharacterized protein (tetraspanin family)
Housekeeping gene for normalization			
rp49	CAGGCGGTTCAAGGGTCAATAC TGCTGGGCTCTTTCCACGA	213	ribosomal protein 49

**Table 2:** Characteristics of silkworm strains used in the study.

Strain	Origin	Strain Classification	Cocoon	Cocoon Shell Percentage	Raw Silk Percentage
MO204	TCMO	Priority	Oval, white	22.92%	22.42%
DMMMSU119	TCMO	Poor performing	Peanut, white	21.81%	21.12%
LAT51	CAR	Priority	Peanut, white	21.57%	17.44%
ITA	CAR	Priority	Oval, yellow gold	20.27%	no data

Cocoon shell percentage: Ratio of the weight of silk shell to the weight of the whole cocoon; Raw silk percentage: Ratio of the weight of raw silk to the weight of the whole cocoon.

**Table 3:** Statistics of raw RNA-seq read sequences of *Bombyx mori* strains.

Sample	Read Count	% ≥ Q30	Mean Q Score	GC Content (%)
MO204-1	17,531,032	94.11	34.60	41
MO204-3	8,590,562	93.49	34.47	43
MO204-4	13,085,562	94.10	34.59	44
DMMMSU-0	11,406,238	92.68	34.29	46
DMMMSU-2	21,789,720	92.38	34.22	46
DMMMSU-4	15,464,914	91.51	34.04	46
LAT51-1	12,321,992	93.70	34.51	42
LAT51-2	22,767,422	93.91	34.56	41
LAT51-4	8,793,834	94.74	34.73	44
ITA-1	3,621,664	86.80	33.05	48
ITA-2	4,633,324	88.96	33.51	48
ITA-3	3106	65.36	28.55	75

**Table 4:** Contig statistics of the different transcriptome assemblies from *Bombyx mori* strains. Statistics generated from TrinityStats.pl.

	Trinity	Cufflinks	StringTie
Total Trinity “genes”	47,562	40,593	41,851
Total Trinity transcripts	69,948	40,593	41,851
Percent GC	38.12%	42.08%	41.66%
N10	3257	7944	7333
N20	2487	6108	5595
N30	1992	4987	4491
N40	1635	4126	3640
N50	1313	3414	2981
Median contig length	468	1738	1226
Average contig length	800.21	2305.35	1789.3

**Table 5:** DETONATE scores of the different *Bombyx mori* transcriptome assemblies.

Assembly	RSEM-Eval	Nucleotide F1 (Unweighted)	Contig F1 (Unweighted)	Weighted k-Mer Recall	k-Mer Compression Score
Trinity	−8.35 × 10^9^	0.38019	0.00239295	0.678414	−7.32371
Cufflinks	−1.34 × 10^10^	0.682955	0.690038	0.545637	−22.5079
StringTie	−1.55 × 10^10^	0.775391	0.677147	0.545727	−17.3472

**Table 6:** Summary of select top DEGs between different *Bombyx mori* strains (CAR vs. TCMO).

Downregulated Genes (CAR vs. TCMO)				
Gene ID	log_2_FC	*p*_adj_	Protein ID	Function
LOC101740965	−12.8030	1.31 × 10^−20^	myrosinase 1 isoform X2	hydrolysis of glucosinolates, defense enzyme
Hsp20.1	−4.4182	7.45 × 10^−17^	heat shock protein hsp20.1	chaperone protein
LOC101739591	−4.4249	7.92 × 10^−20^	transient receptor potential channel pyrexia isoform X1	ion transport, contains ankyrin repeat
LOC101741105	−10.2153	5.85 × 10^−13^	myrosinase 1	hydrolysis of glucosinolates, defense enzyme
LOC101738036	−10.7102	2.66 × 10^−10^	serine protease inhibitor swm-1	serine protease inhibitor, trypsin inhibitor
LOC105842960	−3.8422	4.35 × 10^−15^	oxygen-dependent choline dehydrogenase-like	oxidoreductase activity, FAD/NAD(P)-binding
**Upregulated genes (CAR vs. TCMO)**				
**Gene ID**	**log_2_FC**	***p*_adj_**	**Protein ID**	**Function**
LOC101739033	5.7239	7.09 × 10^−16^	zinc finger protein 664	dimer formation, metal binding
LOC101740169	8.3899	1.81 × 10^−14^	uncharacterized protein LOC101740169	tetraspanin family, scaffolding, cell adhesion, proliferation
LOC101741524	6.9289	1.99 × 10^−12^	synaptic vesicle glycoprotein 2C	sugar transporter
LOC105842878	3.3250	2.85 × 10^−9^	peroxidase-like	heme peroxidase, redox activity, oxidoreductase activity, defense enzyme
LOC119629954	7.5484	1.91 × 10^−8^	zinc finger BED domain-containing protein 4-like isoform X2	contains hAT dimerization domain, ribonuclease H-like superfamily: nucleotide metabolism and transport
LOC119630495	9.2422	5.08 × 10^−7^	uncharacterized protein LOC119630495	contains motifs: peptidase, Hsp70, TetR
LOC105842393	6.7307	1.61 × 10^−6^	uncharacterized protein LOC105842393	contains motifs: DUF5641 (pfam18701), unknown function, found in retrotransposons
Defensin	2.2251	5.08 × 10^−7^	defensin like protein 2 precursor	contains signal peptide

## Data Availability

The RNA-seq dataset generated in this study has been deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus [45] accessible through GEO Series Accession Number GSE184152.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/insects13080669/s1, Table S1: DEGs between *B. mori* CAR and TCMO strains within the *p*-adj threshold, Table S2: GO terms enriched among upregulated genes in the silk glands of selected *B. mori* strains from CAR, Table S3: GO terms enriched among downregulated genes in the silk glands of selected *B. mori* strains from CAR.

How the deposited data were processed for this re-analysis (not part of the article)

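Silk gland RNA-seq libraries from 9 larvae were used, 3 of the strain LAT51 from CAR and 3 each of MO204 and DMMMSU119 from TCMO. The fourth strain of the study, ITA, was left out by the authors and is not used here. Libraries were grouped by location and by strain as their labels give them. Same-numbered libraries of different strains are different larvae, so the replicate numbers in the labels do not pair them.

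The authors aligned the reads with HISAT and counted them per gene with FeatureCounts, and the deposited counts are whole numbers without normalization. The deposited log2 values were checked against the counts. In every library they equal log2 of the count divided by 1 factor, plus 1, and the factors differ from DESeq2 size factors by at most 8.88e-16 of their value. The log2 table was used as an alternative, with limma over the same 7610 genes.

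Genes are named by the IDs and symbols in the count table. A gene table of the assembly ASM3026992v2 was used for synonyms and for which genes overlap. It matched 14504 of the 16674 IDs by symbol or synonym. It is not the build the authors used, so no coordinates are given. Genes that the paper names only by protein were not paired with IDs in the files read, and the supplementary tables of the paper were not analysed here. For 5 of them, the gene was found after the values were seen, by its log_2_FC value among the DEGs of DESeq2's LAT51 vs. MO204 contrast.

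Differential expression was tested with edgeR 4.0.16 in R 4.3.3. Counts were filtered with filterByExpr, library sizes were adjusted with TMM, and a quasi-likelihood model was fitted with location as the factor and TCMO as the reference. P-values were adjusted by the Benjamini–Hochberg method over the 7610 genes tested, and genes with an adjusted p-value under 0.1 were called DEGs. The contrasts between strains came from a model with 1 mean per strain over all 9 libraries. Gene sets were tested with camera in limma 3.58.1 on log2 CPM values (prior count 2), with an inter-gene correlation of 0.01. The heat shock set was every gene listed with a heat shock protein symbol or synonym, and all 11 were tested. The share of counts on silk genes was compared with a two-sided exact permutation test. Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. The SE of a log_2_FC was taken from the quasi-likelihood F statistic. It is not given where a group had no counts.

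The named genes are those the paper names, the 5 genes per direction with the smallest adjusted p-value among DEGs with an absolute log2 fold change over 1 whose CAR values all lay on one side of the TCMO values, and the 5 genes with the highest mean share of counts. All genes of the heat shock and silk sets are counted among them as well. Alternatives tried were DESeq2 1.42.0 size factors in edgeR, the DESeq2 Wald test, other filters on low counts, scaling without the 10 genes with the highest share, the 3-strain model, a replicate block, and each library left out in turn. They were set before the data were examined. Scaling by library size alone, and DESeq2's LAT51 vs. MO204 contrast read as CAR vs. TCMO, were added after the values were seen.

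The tests were run on simulated counts drawn from the mean of each gene over the 9 libraries and the real dispersions and library sizes, with 200 genes changed. In 2 simulations edgeR recovered 72.5% of the changed genes in both, tested on 7916 and 7706 genes, and 8.23% and 11.6% of its calls were unchanged genes. DESeq2 recovered 81.0% and 83.0%, on 13543 and 13573 genes, and 28.0% and 32.5% of its calls were unchanged genes. The simulated TCMO libraries held no difference between MO204 and DMMMSU119, while the real ones differed in 2513 genes. These shares are therefore not those of the location model on the real counts.

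Depth was 4527847 to 11641130 counts per library. Counting error alone makes differences of a few counts undetectable. Gene counts do not separate PCR duplicates, so precision stated from counts covers counting error only. The chi-square per degree of freedom between replicate libraries of a strain lay between 54.8 and 252, so no pair of libraries repeated another. GO terms, qPCR and the transcriptome assemblies were not analysed here.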

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

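The tests on |log2FC|, and on other splits of the strain pairs, were chosen only after their results were seen. The remaining tests in this part were set before the values they measure were seen.

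In 52 named genes the 6 TCMO libraries were compared with each other, and in 16 of them 1 library lay far from the rest. MO204-4 was that library in 9, DMMMSU-2 in 4, DMMMSU-0 in 2 and DMMMSU-4 in 1, and in each it was the highest. The rule would flag about 1 in 20 genes if the 6 values were drawn from 1 normal distribution. CPM values that pool MO204 and DMMMSU119 are not such draws, so that rate does not apply. The value given is the gap to the nearest library divided by the range. In MO204-4 it was 0.991 for LOC101741578, 0.981 for LOC101739373, 0.929 for LOC101736556, 1.0 for LOC101741319, 1.0 for LOC101738771, 1.0 for LOC101740400, 0.990 for LOC101735788, 0.741 for LOC101738036 and 1.0 for LOC110386138, where it rests on 1 count. In the DMMMSU119 libraries it was 0.663 for Hsp20.1, 0.822 for LOC101740169, 0.739 for LOC101741524, 0.752 for LOC119629954, 0.757 for LOC105842393, 0.698 for Hsp70 and 0.711 for LOC733093. The 7 cluster loci were named by the paper for being high in MO204-4, so they are not independent of that pattern.

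For MO204-4, the library total of 6942488 is the median of the 9 libraries, which goes against its depth as an explanation. The sex of the larva was tested with the storage protein Sp1 and VG, and 0 of 2 genes put MO204-4 outside the range of the other 8 libraries. The sex of those 8 larvae is not known and Sp1 is also a fat body gene, so this test could not have shown a difference of sex. Within MO204, VG had 0 counts in MO204-4, 68 in MO204-1 and 48 in MO204-3. Z-linked genes were not analysed, so the sex explanation cannot be excluded. RNA of testis or other germ cells was tested with 6 germ line genes. Only 2 of 6 were highest in MO204-4, TSSK with 625 counts and Tub4 with 12994, so the majority set beforehand was not reached. Boule and nos-M had at most 1 count in any library and could not have shown a difference, while Vlg and otu lay among the other libraries. TSSK and Tub4 had at most 7 and 122 counts elsewhere, so germ cell RNA is not excluded by that test, and the pattern cannot be told apart from the sex of the larva. No biological explanation in the design separates MO204-4 from the other MO204 libraries.

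The effect of LAT51 against MO204 was compared with that against DMMMSU119 for 44 named genes, and it differed in 22, with an adjusted p-value under 0.1 in edgeR's test of MO204 vs. DMMMSU119. The log_2_FC of MO204 vs. DMMMSU119 was 1.62 for LOC101740965, 1.18 for LOC101739591, 2.16 for LOC101741105, 8.46 for LOC101738036, 1.83 for LOC105842960, 1.02 for HSP70 and 1.23 for Hsp70-14. It was -3.82 for LOC101741524, -1.66 for LOC105842878, -8.98 for LOC119629954, -5.57 for LOC105842393, -1.65 for Defensin, -2.04 for LOC101737886, -2.29 for Hsp23.7, -2.98 for Jheh-lp2, -2.77 for FIBH, -2.00 for Fib-l, -8.52 for Hsp20.4, -8.06 for Hsp20.8, -2.42 for P25, -2.15 for LOC101740082 and -8.69 for Ser3. In 3 of these genes 1 strain had no library with more than 3 counts, so these values do not fix the size of the difference. As lower bounds, LOC101738036 was at least 46.0-fold higher in MO204, and LOC119629954 and LOC105842393 were at least 171-fold and 25.5-fold lower. The number of DEGs in MO204 vs. DMMMSU119 was 2513. The heat shock set had a median log_2_FC of -1.28 in MO204 vs. DMMMSU119, with 8 of 11 genes lower in MO204.

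The 2 TCMO strains shared a site, so the temperature there does not separate them, and strain is the factor the design gives. With 1 TCMO strain set apart from the other 6 libraries in turn, DMMMSU119 gave 3013 DEGs and MO204 gave 30, against 113 for LAT51. A strain difference may therefore account for CAR vs. TCMO counts of this size. In splits of the 9 libraries into 3 and 6, 2 of 84 gave as many DEGs as the LAT51 split, namely that split and the DMMMSU119 split, and 76 of the 81 splits that mixed strains gave 0 DEGs (the most was 85). Of the 12 splits that parted as many same-numbered pairs, 1 gave as many DEGs, the LAT51 split itself, and 12 splits cannot give a share under 0.05. With an absolute log_2_FC over 1, it was again 1 of 12 and 2 of 84. For genes with an unadjusted p-value under 0.1 it was 1 of 12 and 7 of 84. For the heat shock set, 1 of 12 and 5 of 84 splits gave a p-value as small, among them the split that set DMMMSU119 apart. The other splits part fewer same-numbered pairs, but those libraries are different larvae and did not deviate together. Over all 84 splits 2.38% gave as many DEGs, and both were splits by strain.

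Among the strain pairs, 1 of 10 splits of the 6 libraries of MO204 and DMMMSU119 gave 2513 DEGs or more, and 1 of 6 among those that parted as many same-numbered pairs. For LAT51 vs. MO204 and LAT51 vs. DMMMSU119 it was 1 of 10, and 1 of 4 among such splits. Every other split gave 0 DEGs, with at most 757, 691 and 819 genes at an unadjusted p-value under 0.05, against 2914, 993 and 3142 in the strain splits. These designs cannot give a share under 0.05.

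Technical explanations of the strain difference were weighed as well. The TMM factors of DMMMSU119 were lower than those of the other strains, so a few genes taking many counts might shift the comparison. With the 10 highest genes left out of the scaling, MO204 vs. DMMMSU119 gave 2508 DEGs, and 2472 with DESeq2 size factors in edgeR (1084 higher and 1388 lower in MO204). With library size alone, added after the values were seen, it gave 5559 (5181 higher and 378 lower), and the median log_2_FC of all genes was 1.43, against 0.0283 with TMM. TMM sets that median near 0, so the balance of 1240 higher and 1273 lower DEGs with TMM is no evidence on the scaling. Of the 2513 DEGs, 1681 were also called with library size alone, without regard to direction. The number of DEGs and their balance therefore depend on the scaling, and its part in the strain difference cannot be told apart. RNA of the fat body in the DMMMSU119 samples was tested by the order of the 3 libraries. Among the 1266 DEGs higher in DMMMSU119 that remained after 7 fat body genes were left out, 18.3% fell in the order DMMMSU-0, DMMMSU-2, DMMMSU-4 that the fat body genes showed (16.7% by chance), so fat body RNA does not account for most of them. The higher share of reads mapped to multiple loci that the paper reports for DMMMSU was not analysed here. Strain and that share cannot be told apart.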

How the results depend on the processing

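The choices named here were set before the data were examined, except where it is said that they were added. CAR vs. TCMO gave 113 DEGs (54 up, 59 down, 47.8% up) and other settings moved that number. It was 918 with DESeq2's Wald test (194 up, 724 down, 21.1% up), 58 with at least 10 counts in total, 45 without a filter and 1205 in the 3-strain model. Library size alone, added after the values were seen, gave 62 DEGs (41 up, 21 down, 66.1% up), and moved the median log_2_FC of all genes to 0.465. DESeq2's LAT51 vs. MO204 contrast, also added, gave 476. The median was -0.393 with DESeq2, -0.172 with at least 10 counts in total and -0.299 without a filter, against -0.0447. All 113 genes stayed DEGs with DESeq2 and in the 3-strain model, 57 with the 10-count filter, 44 without a filter and 39 with library size alone. DESeq2 size factors in edgeR (118) and scaling without the 10 highest genes (109) changed little. With limma on the deposited log2 values, which was set beforehand for the named genes alone, it was 122 (52 up, 70 down). The number ran from 16 to 173 across the 9 fits that each left out 1 library, the lowest without LAT51 replicate 2. Without MO204 replicate 1 the DEGs were 57 up and 116 down, and without LAT51 replicate 4 they were 12 up and 31 down.

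With an absolute log_2_FC over 1, the number was 855 with DESeq2, 58 with 10 counts in total, 45 without a filter, 959 in the 3-strain model, 62 with library size alone and 443 in DESeq2's LAT51 vs. MO204 contrast, and from 16 to 173 when each library was left out. Genes with an unadjusted p-value under 0.1 rose from 1853 to 3204 without a filter and to 2819 in the 3-strain model. DEGs of LAT51 vs. MO204 numbered 476 with DESeq2, 102 with 10 counts in total and 99 without a filter, and from 78 to 307 when each library was left out (26 up and 52 down at the lowest). The other strain contrasts ran from 1257 to 2823 (MO204 vs. DMMMSU119) and from 1768 to 3201 (LAT51 vs. DMMMSU119) under the settings set beforehand other than the block. With library size alone, added after the values were seen, these contrasts gave 5559 (5181 up, 378 down) and 5657 (5086 up, 571 down), and LAT51 vs. MO204 gave 190. The cause was not tested for any of these.

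Same-numbered libraries of different strains did not deviate together (mean r = -0.0113 over 5 pairs, against 0.00273 over 22 other pairs). With the replicate number as a block, CAR vs. TCMO had 2 DEGs (0 up, 2 down) with 753 genes at an unadjusted p-value under 0.05, and 2 with an absolute log_2_FC over 1. MO204 vs. DMMMSU119 had 506, LAT51 vs. MO204 had 29 (9 up, 20 down) and LAT51 vs. DMMMSU119 had 1843. The block takes up degrees of freedom, so this count is not a measure of effect size.

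The heat shock set stayed lower in CAR under every alternative run, with a median log_2_FC from -4.18 (LAT51 vs. DMMMSU119) to -1.71 (LAT51 vs. MO204), and from -3.66 to -3.01 when each library was left out. With the inter-gene correlation estimated from the set, p was 0.0988 with the same median of -3.43. For the other alternatives p ran from 1.67e-06 (library size alone) to 0.0437. The silk gene share reversed its direction with sericins alone (log2 ratio 0.49, p = 0.179, exact permutation test), against -0.68 for all silk genes.

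Some log_2_FC values of named genes reversed. LOC119629954 was -0.67, but 1.06 with the block, 2.80 in the 3-strain model, 0.81 with library size alone, 7.55 in DESeq2's LAT51 vs. MO204 contrast and 2.27 from the deposited values, and from -1.53 to 0.77 when each library was left out. Jheh-lp2 was -0.15, but 0.51 in the 3-strain model, 1.05 with library size alone, 2.01 in the LAT51 vs. MO204 contrast and 0.26 from the deposited values, and from -1.09 to 0.34 without each library. LOC119630857, at 0.01, was -0.0062 with DESeq2 size factors, -0.037 with the block, -0.19 in the LAT51 vs. MO204 contrast and -0.036 from the deposited values, and from -0.39 to 0.29 without each library. LOC110386648, at 0.02, was -0.0012, -0.032, -0.18 and -0.032 under the same settings, and from -0.38 to 0.29. Hsp21.4, at -0.05, was 0.027 with 10 counts in total, 0.035 without a filter, 0.058 with the block, 0.56 with library size alone and 0.21 in the LAT51 vs. MO204 contrast, and from -0.19 to 0.10. In that contrast Hsp20.8 was 0.22 and P25 was 0.37. The 3-strain values of LOC119629954 and Jheh-lp2 average log_2_FC values of opposite sign against MO204 and DMMMSU119. Beyond that, the cause was not tested.

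Among 44 named genes, 15 were called in CAR vs. TCMO. Of these, 10 stayed called in each of the 9 fits without 1 library. LOC105842960 lost the call in 4 of them, LOC119630495 in 3, and LOC101738171, LOC101739591 and LOC101741105 in 2 each. Of the 44, DESeq2's Wald test made 15 stronger, and the 3-strain model made 16 stronger and reversed 2. The replicate block made 14 weaker and reversed 4. Library size alone made 5 weaker and 3 stronger and reversed 3. DESeq2's LAT51 vs. MO204 contrast made 13 stronger and reversed 7, and the deposited values made 1 stronger and reversed 4. DESeq2 size factors in edgeR reversed 2, and the 10-count filter and no filter each made 1 weaker and reversed 1. In the fits without 1 library, 13 of 393 values were weaker, 6 stronger and 16 reversed. The depth limits genes with at most 3 counts in each library of a group, for which a log_2_FC does not fix the size of the difference.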

Differences from the paper's values

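The paper's number of CAR vs. TCMO DEGs is 476 in its text, against 113 here with edgeR. The legend of its heat map gives 112, and its text 476 for the same figure. For the 476, none of the alternatives set before the data were examined closed the gap. DESeq2's Wald test of LAT51 vs. MO204 in the 3-strain model gives 476, and its use as CAR vs. TCMO was chosen after seeing the values. The paper's number of upregulated DEGs is 222, against 54 here, and of the alternatives set beforehand the DESeq2 Wald test on location, with 194, fell within 1.5 times. The paper's number of downregulated DEGs is 254, against 59 here, and none closed the gap. The LAT51 vs. MO204 contrast with DESeq2 gives 222 and 254.

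The paper's log_2_FC for LOC101740169 is 8.3899, against 7.01 here, and of the alternatives set beforehand the fit without DMMMSU119 replicate 4, at 8.29, closed the gap. For LOC105842878 the paper's value is 3.325, against 2.25 here. The fit without DMMMSU119 replicate 0, at 2.73, came nearest of the alternatives set beforehand but still lay below the paper's value. For LOC101741524 the paper's value is 6.9289, against 4.04 here. For LOC119629954 it is 7.5484, against -0.67 here. For LOC105842393 it is 6.7307, against 2.01 here. For Defensin it is 2.2251, against 1.14 here. For dymeclin, taken as LOC101737886, it is 1.7453, against 0.38 here. None of the alternatives set beforehand closed these gaps. For eyes shut, taken as LOC101740975, the paper's value is 5.786, against 2.54 from the mean CPM here, and the filter of the edgeR test removed it. Under the settings set beforehand that kept LOC101740975 it was 2.66 with DESeq2 on location, 2.80 with 10 counts in total, 2.81 without a filter and from 2.20 to 3.70 across the 5 fits without 1 library in which it passed the filter, and none closed the gap. DESeq2's LAT51 vs. MO204 contrast gives 8.39, 3.33, 6.93, 7.55, 6.73, 2.23, 1.75 and 5.79 for LOC101740169, LOC105842878, LOC101741524, LOC119629954, LOC105842393, Defensin, LOC101737886 and LOC101740975, and was chosen after seeing the values. For LOC101737886 and LOC101740975 the match was fixed in advance, since the genes were picked by it. The contrast also gives the printed log_2_FC of every other gene in Table 6, such as -12.803 for LOC101740965, -4.4182 for Hsp20.1 and -3.8422 for LOC105842960. The paper's printed DEG counts and Table 6 log_2_FC values thus equal those of LAT51 vs. MO204, without DMMMSU119 in the comparison. Their gaps from the CAR vs. TCMO values here set unlike contrasts side by side.

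The paper lists genes as DEGs that edgeR did not call here in CAR vs. TCMO. The DESeq2 Wald test on location called LOC101738036 (adjusted p = 0.0364), LOC101741524 (0.0102), LOC105842878 (0.0132), Hsp70 (0.00386), LOC733093 (3.35e-05), Hsp23.7 (0.000951), Jheh2 (0.0149), Cjhbp (0.0341) and LOC101735380 (0.0539). The 3-strain model in edgeR called LOC101741524 (0.00281), LOC105842878 (0.00906), LOC119629954 (0.0500), LOC105842393 (0.0266), Defensin (0.0221), Hsp70 (0.0595), LOC733093 (0.0448), Hsp23.7 (0.00906), Jheh2 (0.0580), Cjhbp (0.0580) and LOC101735380 (0.0774). Library size alone, added after seeing the values, called LOC101741524 (0.0398), LOC105842878 (0.0249) and Defensin (0.0824). The deposited log2 values called LOC101741524 (0.0795). Leaving out DMMMSU119 replicate 0 called LOC101741524 (0.0189) and LOC105842878 (0.0482). Leaving out MO204 replicate 1 called Hsp70 (0.0746), LOC733093 (0.0754) and Hsp23.7 (0.0709), and leaving out MO204 replicate 3 called Hsp23.7 (0.0941).

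DESeq2's LAT51 vs. MO204 contrast, added after seeing the values, called all of the genes named in the paragraph above, and also Jheh-lp2 (0.0204), LOC101737886 (0.0298), LOC101740975 (0.0237) and LOC110386138 (0.0234). It was the one setting run that called Jheh-lp2, LOC101737886 or LOC101740975. LOC101737886, LOC101740975, LOC110386138 and LOC101735380 were picked from that contrast's DEGs, so its calls of them were fixed in advance. LOC110386138 was also called by DESeq2 on location (0.000648), with 10 counts in total (0.0500) and without a filter (0.0525), and by 5 of the fits without 1 library in which it passed the filter, with adjusted p-values from 0.0284 to 0.0792.

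The paper counts the 7 loci of the MO204-4 cluster among the DEGs. DESeq2's LAT51 vs. MO204 contrast gave an adjusted p of 0.0297 for LOC101736556 and no adjusted p for the other 6.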

Other observations

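The tests on germ line genes, fat body RNA and copied counts were written before their values were seen, and the TSSK, Tub4, Ser3, Hsp20.4 and Hsp20.8 genes, the near-identical groups and the fat body pattern in DMMMSU119 were singled out after the values were seen.

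All silk genes (the sericins alone went the other way) took 15.3% of counts in CAR (SD 3.45, n = 3) and 24.6% in TCMO (SD 8.65, n = 6), a difference with p = 0.131 in a two-sided exact permutation test (the smallest p these groups allow is 0.0119). By strain it was 17.7% in MO204 and 31.4% in DMMMSU119, and between these p was 0.1, the smallest an exact permutation test of 3 against 3 allows. Fibroins took 7.10% in CAR, 11.3% in MO204 and 26.1% in DMMMSU119 (p = 0.0595 for CAR vs. TCMO, exact permutation test). Fibroin heavy chain (FIBH) had the highest mean share of any gene, 12.1%, followed by Ser2 with 4.50% and Fib-l with 2.43%. Sericin Ser3 had 19016 CPM in DMMMSU119, 46.1 CPM in MO204 and 4.92 CPM in LAT51. Hsp20.4 had 254 CPM in DMMMSU119, 0.653 in MO204 and 0.189 in LAT51, and Hsp20.8 had 908, 3.37 and 3.95. Library scaling does not reverse these strain differences in DESeq2 or TMM values. RNA of the fat body was weighed by the order of the DMMMSU119 libraries, and none of Ser3, Hsp20.4 and Hsp20.8 was in the order DMMMSU-0, DMMMSU-2, DMMMSU-4.

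Fat body genes made up 5.83% of the counts in DMMMSU-0, 1.20% in DMMMSU-2 and 0.223% in DMMMSU-4, between 0.0150% and 0.136% in MO204 and between 0.00064% and 0.0334% in LAT51. Of 8 genes, 7 were higher in all 3 DMMMSU119 libraries than in the other 6, which 1 of 84 ways of choosing 3 libraries gives by chance. RNA of the fat body in these samples is a candidate source. The 18.3% of DEGs in the fat body order (the most common order, DMMMSU-2, DMMMSU-4, DMMMSU-0, held 35.7%) shows that it does not account for the bulk of the DEGs. For microvitellogenin, fat body RNA was tested by whether other fat body genes were higher in CAR, and 0 of 8 were.

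Counts of at least 20 in 1 library with at most 3 in each other library were found for 488 genes in MO204-4, 26 in DMMMSU-0 and at most 5 in any other library. TSSK had 625 counts in MO204-4 and Tub4 had 12994. The germ line test (2 of 6 genes highest in MO204-4) is the one given above.

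Groups of abundant genes had near-identical counts. LOC119630857 and LOC110386648 differed by a ratio of 1.006 to 1.022 across the 9 libraries. LOC101737792 and CPH43 differed by at most 0.973%. Other members of these groups differed by up to 59.7%, between CPH43 and LOC119628848. Reads that match several gene copies may be counted on each copy, and this could not be told apart from overlapping gene models, since in the later assembly ASM3026992v2 LOC101737792 overlaps CPH43 and LOC119628831, CPH43 does not overlap LOC119628831, and the other pairs were not placed. The counts of these genes are therefore uncertain.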
